A study of Mus musculus with 4 samples. Its data were reported in "Essentiality of Nfatc1 short isoform in osteoclast differentiation and its self-regulation" (2023).

How the data were processed

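Total RNA (250 ng) from each culture on day 27 was labelled with biotin and hybridised to a Clariom S mouse array, which reads each gene with a set of probes summarised into a single value. There were 4 arrays, 1 per group: WT cells with M-CSF, WT cells with M-CSF and RANKL, KO cells with M-CSF, and KO cells with M-CSF and RANKL. Groups were taken from the sample labels. The labels give neither the sex nor the number of embryos behind each culture.

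The authors made the deposited log2 values from the scanned arrays by Robust Multi-Array Average (RMA), according to the submitters' processing notes and the methods of the study, with the R packages affy, oligo and pd.clariom.s.mouse. Their versions and the genome build were not given in the sources used here, and no genome positions are given. RMA corrects for background, brings all arrays to the same distribution and summarises probes on the log2 scale. A difference shared by most genes is therefore removed before the values are compared, and differences of dim genes are compressed towards 0, so their folds understate. The deposited values had 2 decimals, ran from 1.06 to 13.18, and the sorted columns differed by at most 0.18, as after quantile normalization. They carry no detection calls, so a low value does not show that a gene was silent. Pearson correlations between arrays over all measurements ran from 0.974 to 0.988, and no pair of arrays held identical columns.

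The deposited table held 20389 measurements. A gene symbol was attached to 18944 of them through a table of probe identifiers and NCBI gene numbers, all of which were found in the RefSeq gene table of assembly GRCm38.p6, used for names alone. The 1445 measurements with no symbol were left out of the gene comparisons. For the 31 symbols with more than 1 measurement, the measurement with the highest mean over the 4 arrays was kept, which left 18901 genes. Nfatc1 had 1 measurement.

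The design and the gene lists, the rule for named genes and the alternatives were fixed before the data were examined, except where a count is said to be chosen later. The 5 comparisons were RANKL against no RANKL in WT and in KO cells, KO against WT with and without RANKL, and the difference between the 2 RANKL responses. Each is a difference of log2 values. Genes past 1 in size, the threshold of the study, were counted. With 1 array per group no p-value, standard error or standard deviation between replicates can be given, and none was computed. The robust spread of a comparison, used below as a yardstick for named genes, is the scaled median absolute deviation across genes. It does not measure the error of a value. Named genes were the 12 with the largest difference in each direction for RANKL in WT and for KO against WT with RANKL, and the 5 largest each way for the other 3 comparisons. They needed a value of 6 or more on the brighter array compared (on any array for the difference between responses) and a symbol that is not a predicted gene, a RIKEN clone, a small RNA, an olfactory or vomeronasal receptor or an antigen receptor segment. Nfatc1, the Y-linked genes, every member of both lists taken from the study, and members of each list with the largest differences were named too.

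There were 41 lists with 638 entries, of which 579 were measured, and 12 of the lists held cell type markers. Entries not analysed here include Xist, Ddx3y, Stat1, Cd68, Mafb and the adult globin genes. Some lists hold genes that the study had named as dependent on the short form. They are Kbtbd11 and Rcan1 (NFAT and calcineurin), Ablim1 and Myo1d (podosome and actin), and Acp5, Ctsk and Oscar (osteoclast resorption). Prdm1 (osteoclast transcription factors) and Mt3 (metallothioneins) are others. Such members are not independent of the results of the study. For each list and comparison, the median difference was placed among 10000 random lists of the same size matched on mean expression in 20 bins. Genes of a pathway vary together, which random lists leave out, so a position outside their central 95% describes these arrays and is not a test. Overlaps of comparisons that share an array were set beside the overlap of independent lists and beside 100 simulations with no effect, whose noise was taken from the differences between the arrays and so includes real effects.

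The steps were tested on simulated data. With 200 genes planted at a log2 difference of 1.5 in the RANKL comparison in WT, over 18901 genes, 96.5% were counted past 1, and 5 unchanged genes were counted too. The noise in these data was set smaller than the spread of differences between the real arrays. In the simulations with no effect, whose noise includes real effects, a mean of 144.6 genes were counted higher. The count of 5 is therefore no bound on the noise in the counts below. In the comparison of genotypes without RANKL, 5.33% of 300 unchanged lists of 20 genes lay outside the central 95%, and all 20 lists shifted by 0.5 lay above it.

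Alternatives were a threshold of 1.5, quantile normalization of the deposited values again, cyclic loess, which removes trends with intensity between arrays, 32 added on the linear scale, a minimum of 6 on at least 1 array, every measurement in place of 1 per gene, list means in place of medians, and random lists without matching. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9, R 4.3.3 and limma 3.58.1 were used.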

Results

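Gene expression was measured on 4 Clariom S mouse arrays, 1 for each combination of genotype and culture. The cells were blood progenitors from the fetal liver and the aorta-gonad-mesonephros (AGM) region of embryos at E11.5. According to the methods of the study, they were expanded for 20 days with thrombopoietin and stem cell factor. They were then cultured with M-CSF, a survival factor for macrophages, or with M-CSF and RANKL. RANKL is the cytokine that drives macrophage-lineage cells to become bone-resorbing osteoclasts. The study lists stem cell factor in this second culture as well. WT cells had both copies of Nfatc1 intact. KO cells were homozygous for a stop codon placed in exon 1 of Nfatc1, which removes the short form of this transcription factor. RNA was taken on day 27. Each group had a single array, so no difference below has a replicate check among these arrays. The number of arrays limits the precision of every value. All values are on the log2 scale. Differences are RANKL minus no RANKL, or KO minus WT, and the word "fold" refers to the same differences on the linear scale. The median over the array was 6.05 in WT without RANKL, 6.11 in WT with RANKL, 6.12 in KO without RANKL and 6.09 in KO with RANKL, and between 50.7% and 51.6% of genes had a value of 6 or more.

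Nfatc1 itself was examined first. It stood at 8.77 in WT cells and 8.84 in KO cells without RANKL, at 10.81 in WT cells with RANKL and at 9.43 in KO cells with RANKL. RANKL went with a 4.11-fold higher value in WT cells and a 1.51-fold higher value in KO cells, and with RANKL the KO value was 2.60-fold lower than the WT value. Because the KO allele carries a stop codon and the array reads mRNA, these values do not check the genotype labels strictly. The array gave a single value for the gene, which does not separate the short form from the longer forms. The NFAT and calcineurin group had 13 measured members. Besides Nfatc1, those higher by more than 1 with RANKL in WT cells were Kbtbd11 (3.83) and the calcineurin inhibitor Rcan1 (1.77). The study had proposed Kbtbd11 and Rcan1 as Nfatc1 regulators from results that include these arrays, so they are not an independent finding. Rcan1 was 0.73 higher with RANKL in KO cells, and Kbtbd11 differed by −0.03 there.

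**Figure D1:**
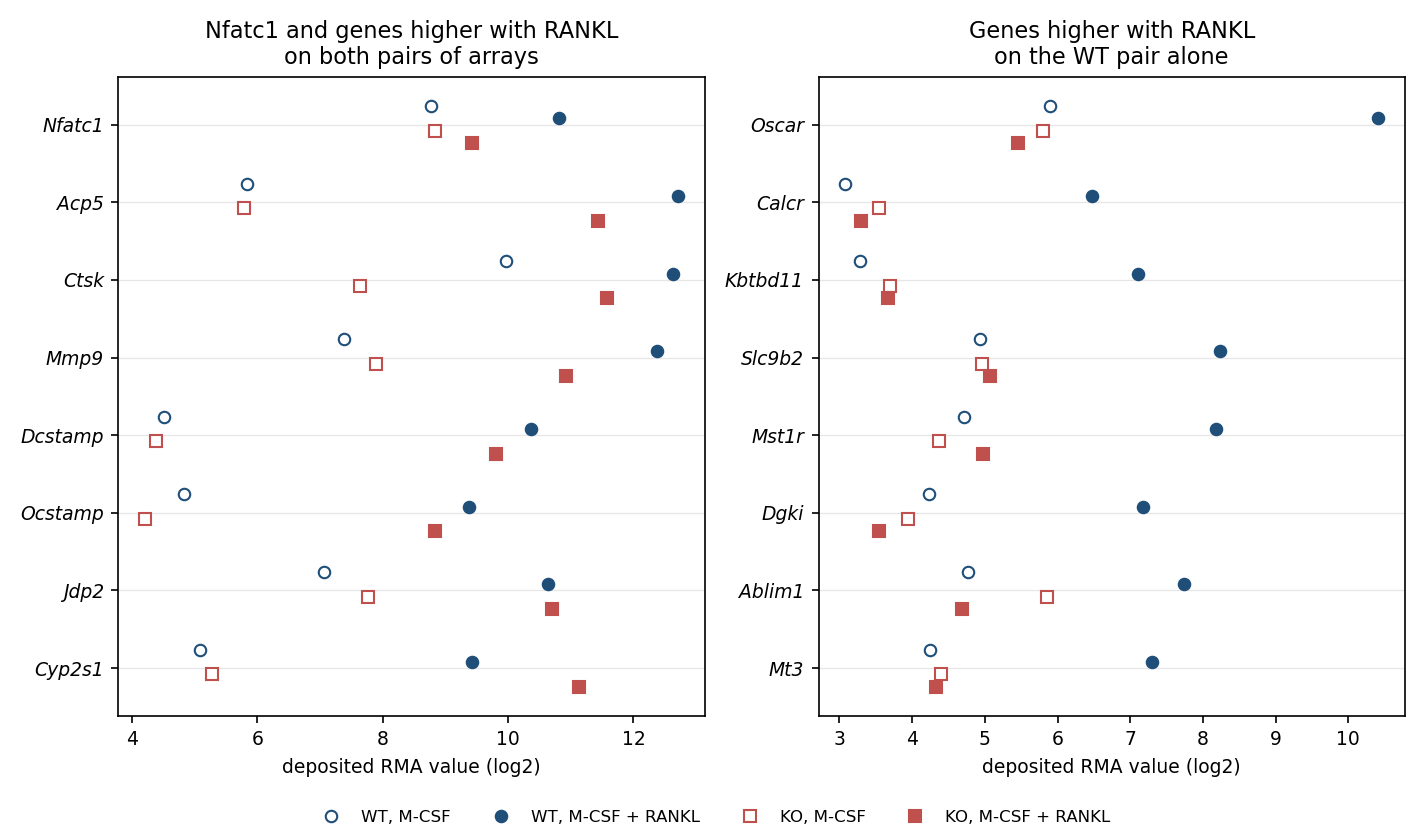
Deposited log2 value of Nfatc1 and 15 genes named in the report on each of the 4 arrays, with 1 point per array and no error bars because each group had 1 array. Acp5 reached 12.71 in WT and 11.43 in KO cells with RANKL, whereas Oscar reached 10.41 in WT cells and stood at 5.46 in KO cells.

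The first comparison asked what RANKL does in WT cells. Genes of osteoclast function stood highest above the culture without RANKL. Acp5, the tartrate-resistant acid phosphatase used as the histological osteoclast marker, was 117-fold higher, Dcstamp, a receptor needed for cell fusion, 58.1-fold higher, and the matrix metalloproteinase Mmp9 31.8-fold higher. In all, 560 genes were higher and 452 lower by more than 1 among 18901 genes. The largest differences upwards were, after Acp5 (6.87) and Dcstamp (5.86), those of Akap6 (5.35), Mmp9 (4.99), Ocstamp (4.55), Oscar (4.51), Cyp2s1 (4.34), Coq8a (4.04), Kbtbd11 (3.83), Fam102a (3.81), Jdp2 (3.57) and Ccr1 (3.55). The largest downwards were those of Abca9 (−2.94), Fcrls (−2.71), Vsig4 (−2.67), Mx1 (−2.54), Slco2b1 (−2.52), Icosl (−2.50), Cd226 (−2.44), F13a1 (−2.43), Mmp13 (−2.41), Gpr65 (−2.35), Alox12 (−2.28) and Gpr34 (−2.26). With 32 added on the linear scale, Kbtbd11 (2.03), Abca9 (−1.91) and Mmp13 (−1.53) were smaller by over 1.5 times.

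Of 24 genes of osteoclast resorption, 15 were higher by more than 1 and none lower, with a median of 1.69. Examples are Acp5, Mmp9, Oscar, a receptor that co-stimulates osteoclast formation, and the calcitonin receptor Calcr (3.40). The V-ATPase, the pump that acidifies the resorption space, had a median of 0.60 over 17 subunits, 3 of them higher by more than 1 (Atp6v1d 1.67 and Atp6v0d2 1.24) and 1 lower (Atp6v0a1, −1.08). Genes of mitochondrial respiration were higher almost as a block. The 32 oxidative phosphorylation genes had a median of 1.15, with 23 past 1 and Cyc1 (2.23), Cycs (1.70) and Uqcrfs1 (1.58) furthest, and the 14 TCA cycle genes had a median of 0.95, with 7 past 1 and Idh3a (1.76) and Mdh2 (1.56) furthest. Ppargc1b, a coactivator of mitochondrial gene expression, was 3.03 higher. Glycolysis genes had a median of 0.59, with Aldoc (1.83) and Ldhb (1.40) higher and Pfkfb3 (−1.18) lower. Cell cycle genes were also higher, 16 of 23 past 1 with a median of 1.38, led by Bub1 (2.18) and Bub1b (1.94). The medians of all these lists lay above the central 95% of 10000 random lists matched on mean expression, a description of these arrays. The same was true of the metallothioneins (1.05 over 3 genes, with Mt3 at 3.06), ribosomal proteins (0.45), the unfolded protein and amino acid stress genes (0.36, with Asns at 1.27, although within them at 0.34 for members at 6 or more on at least 1 array) and cholesterol synthesis (0.33, with Idi1 at 0.94).

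Macrophage genes were lower. Of 20 monocyte and macrophage markers, 11 were lower by more than 1 and none higher, with a median of −1.12. They include the complement receptor Vsig4 (−2.67), the IgG receptor Fcgr1 (−1.89) and the mannose receptor Mrc1 (−1.65). Chemokines and cytokines had a median of −0.52 with 7 of 26 genes lower, among them Ccl3 (−1.67) and Ccl4 (−1.51). Interferon response genes had a median of −1.04, with 12 of 22 lower by more than 1, including Mx1, Mx2 (−2.07) and Rsad2 (−2.07). Megakaryocyte and platelet genes were lower in the same comparison, 9 of 11 by more than 1 with a median of −1.90 (Gp6 −2.23, Pf4 −2.11 and Tubb1 −2.09), as were the Y-linked genes Uty (−1.06), Eif2s3y (−0.91) and Kdm5d (−0.58). Stromal genes were higher, with a median of 0.51 over 10 genes and 2 past 1 (Lum 1.32 and Col3a1 1.13). Below the random lists stood also the neutrophil (−0.61, Csf3r −2.12), endothelial (−0.47, Pecam1 −1.88), hepatocyte (−0.33, Trf −1.91) and lysosome lists (−0.28, Man2b1 −0.95), and the negative regulators of osteoclastogenesis (−0.31, Irf8 −1.20). In the last 2 lists Arsb (2.75), the lysosome gene furthest from 0, and Nfkbia (1.06) were higher. The chemokine receptors had a median of −0.45, also below them, but a mean of 0.08, with Ccr1 (3.55) and Ccr3 (1.33) higher and Ccrl2 (−1.77) and Cx3cr1 (−1.23) lower. The lymphoid list stood above them (0.28, Klrb1c 0.95), although its gene furthest from 0 was Il7r (−1.84). By their means the lymphoid (0.08), lysosome (−0.13) and negative regulator lists (−0.23) lay within the random lists. With 32 added on the linear scale, the medians were −0.29 for chemokines and cytokines, −0.29 for neutrophil, −0.27 for chemokine receptor, −0.16 for endothelial, −0.14 for hepatocyte and 0.10 for lymphoid genes. The WT array without RANKL stood apart in several of these groups. Counting only genes past 1 against both cultures without RANKL left 229 higher and 124 lower, a count chosen after seeing the data.

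In KO cells RANKL went with higher values of a part of the osteoclast genes and of the fusion genes Dcstamp and Ocstamp. Cyp2s1, a cytochrome P450, was 57.7-fold higher, Acp5 50.2-fold, Dcstamp 42.5-fold, Ocstamp 24.8-fold and the signalling adaptor Traf1 21.6-fold. The fusion list as a whole stood at 0.08 with 4 of 13 genes past 1, within the random lists. Past 1 were 326 genes higher and 317 lower. The largest differences downwards were those of Slco2b1 (−3.34), Fcrls (−3.26), Abi3bp (−3.25), Abca9 (−3.19) and Gpr34 (−3.0), of which Abi3bp (−1.52) and Abca9 (−1.89) were smaller by over 1.5 times with 32 added. Osteoclast resorption genes had a median of 0.43, with 7 of 24 past 1, including Ctsk (3.95), the collagen-degrading cathepsin K, and Mmp9 (3.04). Oxidative phosphorylation had a median of 0.46 with 1 of 32 genes past 1 (Cyc1, 1.09), the TCA cycle 0.43 with no gene past 1 and Idh3g furthest (0.81), and the V-ATPase 0.34 with Atp6v0d2 (2.13) and Tcirg1 (1.14) past 1. Cell cycle genes stood at a median of 1.16 with 16 of 23 past 1 (Bub1b 1.93 and Bub1 1.86), and monocyte and macrophage markers at −0.92 with 9 of 20 lower (Vsig4 −2.06 and Mrc1 −1.65). The interferon response stood at 0.21 with no gene past 1 (Ifit2 −0.89 and Usp18 0.88), above the random lists, although its mean (0.14) lay within them, whereas the stromal list stood at −0.52 with Lum (−1.38) furthest, below them. Megakaryocyte genes had a median of −0.59 with 2 of 11 past 1 (Pf4 −1.99 and Ppbp −1.29), and the Y-linked genes 0.03. Osteoclast transcription factors had a median of 0.29, above the random lists, with Jdp2 (2.93) and Fos (1.86) highest. In WT cells this list was at 0.17, within them, with Jdp2 (3.57) and Ppargc1b highest. Its median difference between responses was 0.02, also within them, and its mean was 0.61 in WT and 0.47 in KO. Counting only genes past 1 against both cultures without RANKL left 236 higher and 142 lower, again chosen after seeing the data.

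**Figure D2:**
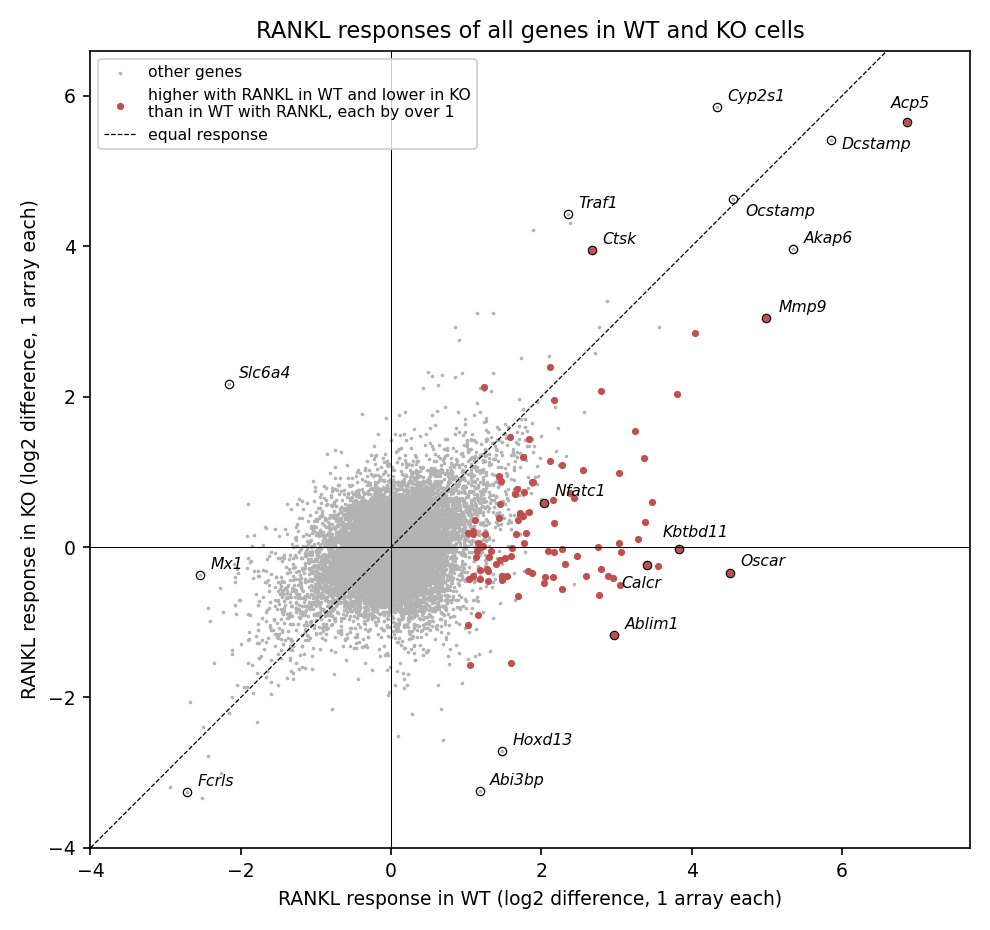
RANKL response of each of 18901 genes in WT cells (x axis) against KO cells (y axis), both as log2 differences between 2 arrays. The red points mark the 101 genes higher by more than 1 with RANKL in WT and lower by more than 1 in KO than in WT with RANKL, and the dashed line marks equal responses.

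Set side by side, RANKL responses in WT and KO cells, which share no array, had a Pearson correlation across genes of 0.401 and a Spearman correlation of 0.281. Genes are not independent replicates. Past 1 in both genotypes, 169 genes were higher, where independent lists would share 9.66, and 110 were lower, where independent lists would share 7.58. These comparison values take every gene as equally likely to pass 1, so they can be too low. The 560 genes chosen as higher in WT cells had a median response of 1.27 in WT and 0.63 in KO. The 326 genes chosen as higher in KO cells had a median of 1.25 in KO and 1.03 in WT. The difference between the responses was counted as well. The KO response was higher than the WT response by more than 1 for 426 genes and lower for 724. At the upper end were the serotonin transporter Slc6a4 (4.33), Cytip (2.47), the protein-arginine deiminase Padi2 (2.32), Mx1 (2.17) and the integrin Itgax (2.15). At the lower end were Oscar (−4.85), Abi3bp (−4.43), Hoxd13 (−4.19), Ablim1 (−4.14) and Kbtbd11 (−3.86). With 32 added, Abi3bp (−1.82), Hoxd13 (−2.38), Ablim1 (−2.69), Kbtbd11 (−2.04) and Itgax (1.40) were smaller by over 1.5 times. By list, the median difference in response was −0.77 for osteoclast resorption, −0.66 for oxidative phosphorylation, 1.19 for the interferon response and −1.02 for stromal genes. The median level of the interferon list was highest on the WT array without RANKL, and that of the stromal list on the KO array without RANKL. This difference of differences uses all 4 arrays, and no test of it was possible.

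The second comparison of the study asked which genes differ with loss of the short form when RANKL is present. Osteoclast genes were lower in KO cells. Oscar was 30.9-fold lower, the diacylglycerol kinase Dgki 12.5-fold, Kbtbd11 10.9-fold, the receptor kinase Mst1r 9.25-fold and Calcr 9.06-fold. In all, 186 genes were lower and 114 higher by more than 1. After 32 was added to every value on the linear scale, which shrinks differences of dim genes, 99 were lower and 32 higher. The largest differences downwards were those of Oscar (−4.95), Dgki (−3.64), Kbtbd11 (−3.44), Mst1r (−3.21), Calcr (−3.18), the sodium/proton antiporter Slc9b2 (−3.16), Ablim1 (−3.06), Rab38 (−2.99), the unconventional myosin Myo1d (−2.98), Mt3 (−2.97), Akr1c18 (−2.90) and P3h2 (−2.81). With 32 added those of Dgki (−2.02), Kbtbd11 (−1.93), Calcr (−1.53), Rab38 (−1.74), Mt3 (−1.86), Akr1c18 (−1.41) and P3h2 (−1.79) were smaller by over 1.5 times, as was Il21r (1.13) among the genes that follow. The largest upwards were those of Padi2 (2.55), Ngp (2.20), Pla2g2d (2.16), Retnlg (2.01), Stfa1 (2.0), Ltf (1.99), Tdgf1 (1.97), Slc6a4 (1.88), S100a8 (1.87), Csta2 (1.82), Cstdc5 (1.80) and Il21r (1.75).

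Of the 24 osteoclast resorption genes, 13 were lower in KO cells with RANKL by more than 1 and none higher, with a median of −1.06. The V-ATPase had a median of −0.61 with 3 of 17 past 1 (Atp6v1d −1.19, Atp6v0d2 −1.08 and Atp6v1b2 −1.08). Oxidative phosphorylation had a median of −0.48 with no gene past 1 and Cyc1 (−0.92) furthest, the TCA cycle −0.45 with Mdh1 (−1.01) furthest, and Ppargc1b stood at −1.71. The podosome and actin list had a median of −0.31 with 4 of 19 lower (Ablim1, Myo1d, Itgb3 at −1.92 and Rac2 at −1.08). Ablim1 and Myo1d had been named by the study from these arrays. Iron and haem genes had a median of −0.33 with 3 of 14 lower (Steap4 −2.80, Flvcr2 −1.33 and Tfrc −1.15). The iron and haem median lay below the random lists without RANKL too, at −0.36, so its difference was not confined to the cultures with RANKL. The fusion list stood at −0.12, within the random lists. Tm4sf19 (−2.07) and Itgb3 were lower there, while Dcstamp and Ocstamp differed by −0.57 and −0.54. Cell cycle genes stood at 0.55 with Mcm5 (1.07) and Mcm4 (1.01) past 1, and interferon response genes at 0.52 with no gene past 1 and Isg15 (0.90) and Usp18 (0.90) furthest. Neutrophil genes were higher in KO cells, 9 of 14 past 1 with a median of 1.23. They include the granule proteins Ngp and Ltf, Retnlg, and S100a8, a subunit of calprotectin. Mast cell and basophil genes had a median of 0.28 with 3 of 16 past 1 (Cpa3 1.65, Tpsb2 1.21 and Mcpt4 1.14), but the median was 0.08 with 32 added and 0.04, within the random lists, for members at 6 or more on at least 1 array. Megakaryocyte genes stood at −0.53, with Ppbp (−2.12) furthest, and the Y-linked genes at −0.60, with Kdm5d (−0.69) furthest. Requiring the same direction without RANKL, a count chosen after seeing the data, left 107 of the 186 lower and 85 of the 114 higher genes. Over all genes with a difference in both comparisons, 53.5% had the same direction.

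**Figure D3:**
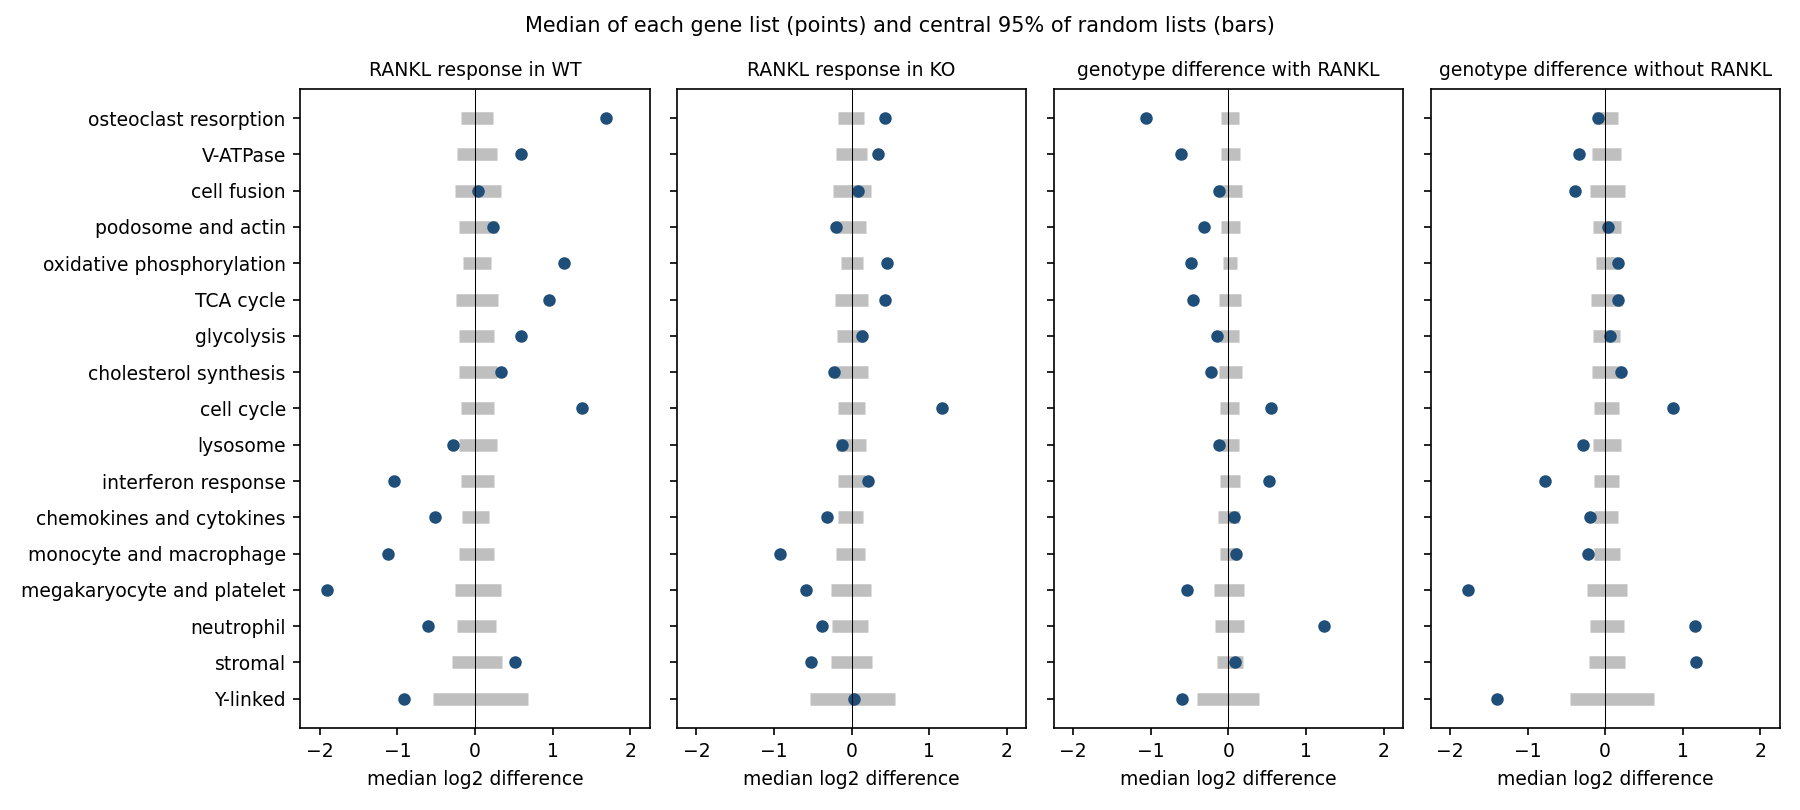
Median log2 difference of 17 gene lists (points) in 4 comparisons, with the central 95% of 10000 random lists of the same size matched on mean expression (bars). The osteoclast resorption median stood at 1.69 for RANKL in WT, 0.43 for RANKL in KO and −1.06 for KO against WT with RANKL.

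The study then intersected genes higher with RANKL in WT cells and lower in KO cells with RANKL. Here 101 genes met both, which was 18.0% of the 560 and 54.3% of the 186. Both counts use the WT array with RANKL. Independent lists of these sizes would share 5.51, and part of the excess over that may come from the shared array. Simulated arrays with no effect gave shorter lists, with a mean of 144.6 genes higher with RANKL, and a mean of 35.4 genes that met both (from 22 to 49 in 100 simulations). That is 24.5% of the simulated higher genes and 24.4% of the simulated lower genes (a mean of 145.2), against 18.0% and 54.3% here. The simulated lists were of similar length, whereas those here hold 560 and 186 genes, so the shares are not like for like. The opposite overlap, lower with RANKL in WT and higher in KO with RANKL, uses the same array. It held 6 genes from lists of 452 and 114, where independent lists would share 2.73. If noise on the shared array acts equally in both directions, this argues against that noise as the main source of the 101 genes. The genes counted here, 1 measurement for each of 18901 symbols, are not the set that the study counted, and counts of genes can differ for that reason. In these 101 genes the median RANKL response was 1.82 in WT and 0.02 in KO, where 61 genes lay within 0.5 of no response, which follows largely from how the genes were selected.

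The study discussed 12 genes as dependent on the short form. Acp5 and Ctsk came from its PCR measurements in the same culture system, and the others from these arrays. Array values of the 12 genes are therefore not independent evidence of direction. For all of them but Myo1d the study also reported PCR with the same directions, repeated on RNA from different embryos. For Rcan1 that PCR read the short isoform. All 12 were higher with RANKL in WT cells (median 3.0) and lower in KO cells with RANKL (median −2.98, or −1.90 with 32 added). KO minus WT with RANKL, the values not yet given were −1.05 for Ctsk, −1.28 for Acp5, −1.37 for Rcan1 and −1.41 for the transcriptional repressor Prdm1. Ctsk was the 1 gene of the 12 with a larger RANKL response in KO (3.95) than in WT cells (2.67) on the log2 scale, from a lower level without RANKL (7.63 in KO and 9.96 in WT), and on the linear scale its increase in KO was 53.6% of that in WT. RANKL responses in KO cells were 1.20 for Prdm1, −1.17 for Ablim1, 0.60 for Mst1r, −0.51 for Myo1d, −0.41 for Dgki, −0.39 for P3h2, −0.34 for Oscar and −0.07 for Mt3. The 7 marker genes of the study, known genes of fusion, monocytes and osteoclast precursors that it listed with their values on these arrays, had a median of −0.09 between genotypes with RANKL and none past 1. They are Dcstamp, Ocstamp, Cd80 (0.41), Csf1r (−0.36), Itgam, Lyz2 and Tnfrsf11a, the receptor for RANKL. Tnfrsf11a was 0.82 higher with RANKL in WT cells and 0.90 higher in KO cells.

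Without RANKL, KO cells stood above WT cells in stromal and neutrophil genes and below them in megakaryocyte genes. The limb patterning gene Hoxd13 was 21.3-fold higher in KO cells, Abi3bp 11.7-fold, Arsj 7.41-fold, the homeobox gene Shox2 5.82-fold and Lrrc32 5.70-fold. The first 3 were dim on the WT array (3.23, 2.86 and 3.65), and their log2 differences of 4.41, 3.55 and 2.89 were 2.48, 1.58 and 1.49 with 32 added. The macrophage elastase Mmp12 was 8.88-fold lower, the platelet chemokine Ppbp 7.11-fold, Slc6a4 5.46-fold, Ctsk 5.03-fold and the platelet collagen receptor Gp6 4.82-fold. In all, 521 genes were higher and 194 lower by more than 1. Stromal genes had a median of 1.17 with 5 of 10 past 1 (Col3a1 1.91, Postn 1.80, Pdgfrb 1.77 and Lum 1.74), neutrophil genes 1.16 with 8 of 14 past 1 (Retnlg 2.27 and Lcn2 1.97) and cell cycle genes 0.87 with 4 of 23 past 1 (Ccna2 1.26 and Plk1 1.25). Megakaryocyte genes had a median of −1.77 with 9 of 11 lower (Ppbp −2.83 and Gp6 −2.27), interferon response genes −0.77 with 5 of 22 lower (Mx1 −1.67 and Ifit3 −1.14), and the fusion list −0.39 (−0.26 with 32 added) with 3 of 13 lower (Atp6v0d2 −1.97, Itgb3 −1.58 and Tm4sf19 −1.35) and 2 higher (Adam12 1.26 and Sh3pxd2a 1.15). The V-ATPase stood at −0.34, below the random lists, with all 17 subunits below 0, and its median difference between responses (−0.17) lay within them. Osteoclast resorption stood at −0.09, within the random lists. Of its 24 genes, 3 were lower by more than 1 (Ctsk −2.33, Atp6v0d2 −1.97 and Itgb3 −1.58) and 1 was higher (Mmp14 1.54). All 3 measured Y-linked genes were lower in KO cells, Uty by a difference of −1.67, Eif2s3y of −1.40 and Kdm5d of −1.30. Xist and Ddx3y were not analysed here.

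**Figure D4:**
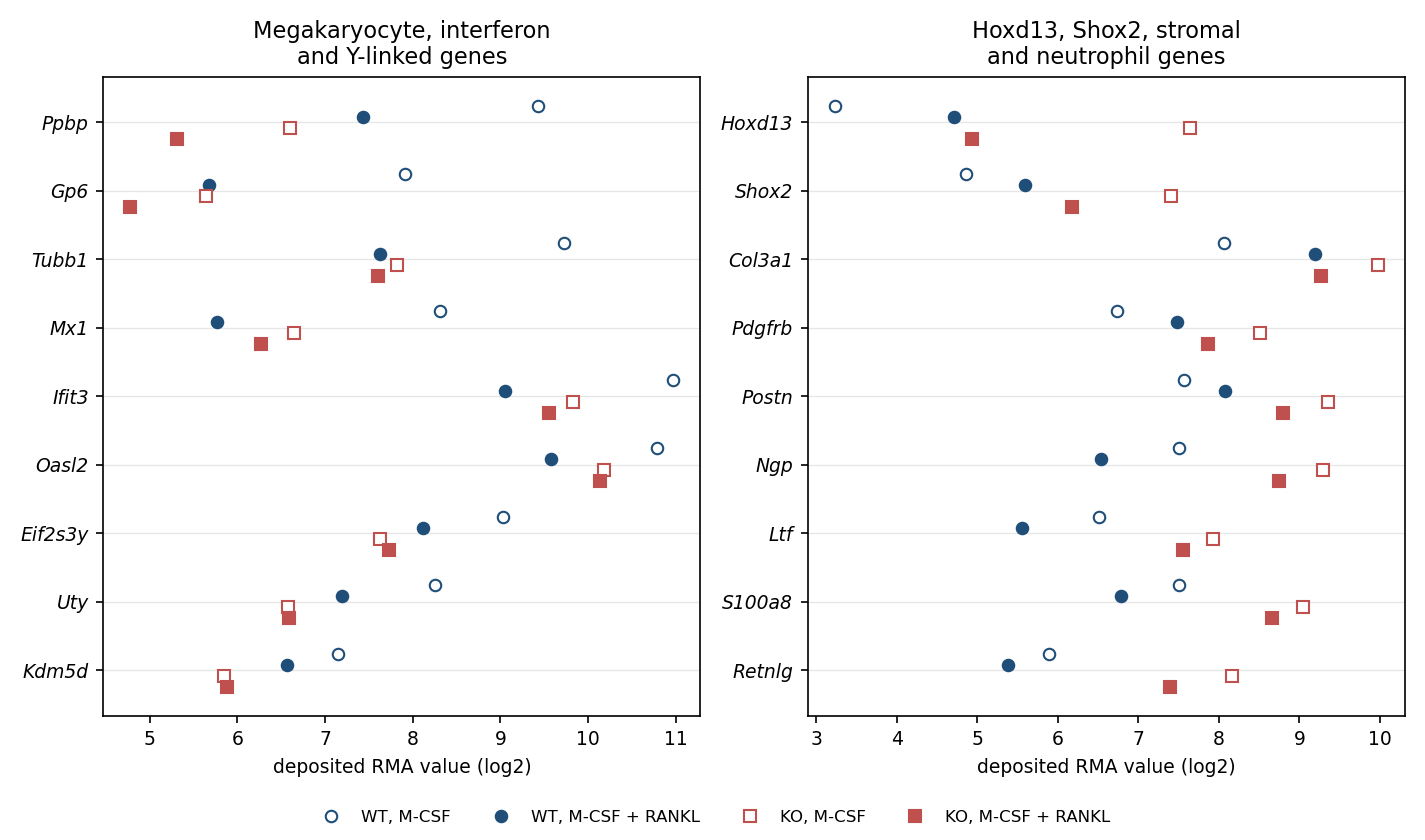
Deposited log2 value on each of the 4 arrays, 1 point per array, of genes picked after their values were seen, from the megakaryocyte, interferon response and Y-linked lists (left) and from the stromal and neutrophil lists with Hoxd13 and Shox2 (right). Each gene drawn was highest on an array without RANKL, WT on the left and KO on the right, as were 11 of 11 megakaryocyte, 17 of 22 interferon response and 3 of 3 Y-linked genes, and 9 of 10 stromal and 9 of 14 neutrophil genes, of the whole lists.

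The genotype differences with and without RANKL, which share no array, had a Pearson correlation across genes of 0.144 and a Spearman correlation of 0.108. The Pearson correlation was 0.227 for genes at 6 or more on at least 1 array and 0.304 for genes past 1 in either comparison. Higher in KO cells in both cultures were 27 genes, where independent lists would share 3.14, and lower in both were 29, where they would share 1.91. The values for independent lists again take every gene as equally likely to pass 1 and can be too low. When the KO array had to be past 1 against both WT arrays, 144 genes were higher and 34 lower, a count chosen after seeing the data.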

Values the study reported

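The study counted as altered those genes whose log2 fold change was above 1.0 or below −1.0. Its arrays covered 20763 annotated genes. It reported 106 genes that were raised by RANKL and lowered by lack of the Nfatc1 short form. In its heatmap 1340 genes were altered by RANKL, by lack of the short form, or by both.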

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

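The tests of explanations in this part were chosen after the values they concern had been seen. None of the differences between genotypes or cultures given here was itself tested, because each group had 1 array.

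The interferon response list lay below the random lists for RANKL in WT (median −1.04) and above them in KO (0.21, although the mean of 0.14 lay within them), with a median over genes of the difference between responses of 1.19. By genotype it stood at 0.52 with RANKL and −0.77 without, and the same median over genes of 1.19 applies. Stromal genes lay above the random lists for RANKL in WT (0.51) and below them in KO (−0.52), a median difference of −1.02. Cholesterol synthesis did likewise (0.33 and −0.23, median difference −0.45), with Cyp51 at −0.77 in KO, where the mean of −0.20 lay within the random lists. Oxidative phosphorylation stood at −0.48 between genotypes with RANKL and 0.17 without, a median difference of −0.66.

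Among single genes, 13 were higher by more than 1 with RANKL in WT and lower by more than 1 in KO, where independent lists would share 9.39. Named from these after their values were seen, Hoxd13, Abi3bp, Lum, Ogn, Sfrp1 and Rspo2 were highest or near their highest on the KO array without RANKL, whereas Ablim1 was highest in WT with RANKL. In the opposite direction there was 1 gene, where independent lists would share 7.8. It was Slc6a4, at 9.14 and 8.86 in WT without and KO with RANKL, and at 6.98 and 6.69 in the other cultures. Of the 1445 measurements with no gene symbol, which were left out of the gene comparisons, 32 were higher by more than 1 with RANKL in WT and 33 in KO. Lower by more than 1 were 42 in WT and 24 in KO.

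Stromal genes were high on the KO array without RANKL. The 5660 other genes at the same levels had a median KO minus WT difference without RANKL of 0.01 (from 0.0 to 0.04 over the bins of expression). The stromal list had 1.17, so no intensity-dependent trend of that size was left in the values. Because RMA brings all arrays to the same distribution, this was largely set in advance and does not bear on other causes. A genotype effect of the same size in both cultures is argued against by the median of 0.08 with RANKL. A larger share of stromal RNA in that culture stays open. That 9 of the 10 measured genes, all but Dcn, were highest there restates the pattern and does not decide it, and 9 of the 10 were at 6 or more on all 4 arrays.

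Megakaryocyte genes were high on the WT array without RANKL. The 5659 other genes at the same levels had a median KO minus WT difference without RANKL of 0.02 (from 0.0 to 0.04 over the bins), against −1.77 for the list. No intensity-dependent trend of that size was left, which RMA had largely set in advance. A RANKL response of equal size in both genotypes as the whole cause is argued against by a median difference between responses of 1.01, positive for 10 of the 11 genes. The list was lower with RANKL in KO too (−0.59). Its median level without RANKL was 6.83 in KO and 8.6 in WT, and 7 of the 11 genes were at 6 or more on all 4 arrays. A fall of the dimmer genes in KO may therefore be compressed. A larger share of megakaryocyte RNA in that culture stays open. That all 11 measured genes, of which Itgb3 is also in osteoclast lists, were highest there and over 0.5 above the KO array restates the pattern and does not decide it. A genotype effect cannot be told apart from it, because the median with RANKL (−0.53) had the same direction and a smaller size and each group had 1 array.

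Y-linked genes were also high on the WT array without RANKL, with a median difference from it on the other 3 arrays of −1.30 (from −1.67 to −0.58). The median for RANKL in KO was 0.03, which does not decide on a RANKL response of equal size in both genotypes. With few male cells in the KO cultures, their Y-linked values (median levels 6.58 and 6.59 without and with RANKL) could be background and hide a response. The values carry no detection calls, and 2 of the 3 genes were at 6 or more on all 4 arrays. A lower level of the gene pairs on both sex chromosomes is argued against by the X-linked partners Eif2s3x, Kdm5c and Kdm6a, whose median difference was 0.13 (from −0.18 to 0.77). A larger share of male cells in that culture stays open, because the labels give no embryo sex and Xist, which would bear on it, was not analysed here.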

How the results depend on the processing

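Counts chosen after seeing the data are named as such in this part, and the other alternatives were planned. Under quantile normalization again, cyclic loess and the use of every measurement, all 10 gene counts and the overlap stayed within 1.5 times their values, and every named gene kept its value within the robust spread of its comparison under the 2 normalizations. These moved no gene's difference by more than 0.14 and 0.07, so they say little about stability. With 32 added, 60 of the 83 values of named genes moved by more than that. No median over all genes moved by more than 0.1, and the 77 list medians outside the random lists in the 4 comparisons of 2 arrays kept their direction in all 154 checks with quantile normalization and with 32 added, but 15 of them were smaller by over 1.5 times with 32 added, among them the mast cell, lymphoid, endothelial, hepatocyte and neutrophil medians given above. A threshold of 1.5 left, higher and lower, 172 and 119 genes for RANKL in WT, 85 and 60 for RANKL in KO, 25 and 65 for KO against WT with RANKL, 113 and 50 without RANKL, and 79 and 196 for the difference between responses, with 42 in the overlap, as a stricter threshold must give fewer. Adding 32 left 299 and 275, 176 and 141, 32 and 99, 227 and 77, and 132 and 263 in the same order, with 65 in the overlap, by shrinking differences of dim genes. A minimum of 6 on at least 1 array, which leaves fewer genes, gave 69 higher for KO against WT with RANKL, and 201 and 453 for the difference between responses. Past 1 against both cultures without RANKL, chosen later, were 229 and 124 for RANKL in WT and 142 lower in KO. Past 1 against both WT arrays, chosen later, were 144 and 34 for KO without RANKL, and 107 genes lower in KO with RANKL had the same direction without it, also chosen later. These later counts add a condition, so they can only be smaller. The correlation of genotype differences with and without RANKL was 0.227 for genes at 6 or more on at least 1 array and 0.304 for genes past 1 in either comparison. The cause was not tested. The mean of the chemokine receptor list for RANKL in WT was 0.08 where its median was −0.45, because Ccr1 (3.55) and Ccr3 (1.33) stood far above the other members. With list means this list and 12 others of the 77 list values moved inside the random lists. These were negative regulators for RANKL in WT, in KO and between genotypes with RANKL, lysosome and lymphoid for RANKL in WT, podosome and actin, cholesterol synthesis, chemokines and cytokines, and interferon response for RANKL in KO, MHC class II between genotypes with RANKL, and chemokines and cytokines, and immediate early and heat shock genes without RANKL. With the minimum of 6 there were 8, namely negative regulators and mast cells between genotypes with RANKL, monocytes and macrophages without it, podosome and actin, and interferon response for RANKL in KO, and chemokine receptors, unfolded protein stress and lymphoid for RANKL in WT. With unmatched lists there were 6, namely negative regulators, lysosome and glycolysis between genotypes with RANKL, unfolded protein stress without it, and podosome and actin, and cholesterol synthesis for RANKL in KO. Of the 20 list medians outside the random lists for the difference between responses, all kept their direction in 40 checks, with 32 added endothelial (0.71 to 0.23), chemokine and cytokine (0.30 to 0.13) and short-form dependent genes (−3.21 to −1.96) were smaller by over 1.5 times, and lysosome, glycolysis and endothelial lists moved inside the random lists by their means, chemokine receptors with the minimum of 6 and ribosomal proteins with unmatched lists. For these the cause was not tested. Nfatc1 had no other measurement to try. Values near the lower end of the arrays limit the folds of dim genes such as Calcr and Kbtbd11.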

Other observations

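The test of a hypothesis in this part was chosen after the values had been seen.

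Among the cell cycle genes, Mcm5, a subunit of the replicative helicase, stood 1.64 higher with RANKL in KO cells and 1.07 higher in KO than in WT cells with RANKL. Immediate early and heat shock genes had a median of 0.29 in KO against WT with RANKL and 0.31 without, in both cases above the random lists, although without RANKL the mean of 0.30 lay within them, with Egr2 (0.80) and Hsph1 (0.75) furthest with RANKL, and Atf3 (−1.38) and Egr1 (1.35) furthest without. MHC class II genes had a median of 0.22 between genotypes with RANKL (0.12 with 32 added, and a mean of 0.04 within the random lists), with H2-DMb2 (−0.82) furthest from 0, and stood at −0.04 for RANKL in WT, where Cd86 differed by −1.37. Lysosome genes stood at −0.12 between genotypes with RANKL, within random lists not matched on expression, with the arylsulfatase Arsb at −2.23. Without RANKL they stood at −0.28, below the matched random lists. Hypoxia genes stood at 0.12 for RANKL in WT, within the random lists, with Pdk1 at 1.58 in WT and 1.47 in KO.

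The remaining lists had medians near 0 for RANKL in WT, although some held genes past 1. Higher by more than 1 were 4 of 13 fusion genes, 5 of 19 podosome and actin genes and 3 of 13 NFAT and calcineurin genes. None of these lists had a gene lower by more than 1, and their means were 1.05, 0.62 and 0.53. The medians were 0.23 for podosome and actin genes (Myo1d 3.04, Ablim1 2.97 and Src 1.78), 0.29 for iron and haem genes (Steap4 2.11 and Tfrc 1.84), 0.17 for the NFAT and calcineurin group, 0.04 for fusion genes, −0.09 for RANK and ITAM signalling, 0.13 for reference genes (Sdha, 1.34), −0.06 for dendritic cells (Clec9a, −1.12), −0.21 for mast cells and basophils, −0.12 for eosinophils (Ccr3, 1.33), −0.09 for erythroid genes (Epor, −1.06) and −0.11 for stem and progenitor genes (Cd48, −1.15). All lay within the random lists.

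A hypothesis for the smaller osteoclast response in KO cells is that fewer cells respond, each with a full response. The same share of every induction would then be kept. For the 63 genes higher by more than 2 with RANKL in WT, the KO induction on the linear scale was compared with the WT induction. The median share was 15.0%, with quartiles of −2.0% and 49.2%, and 19.0% of the genes lay within a factor of 2 of the median, which argues against this hypothesis as the whole cause. The KO induction was 0 or negative for 23 genes, Oscar, Calcr and Mt3 among them, and equal to or above the WT induction for 7, Cyp2s1 and Traf1 among them. Dcstamp kept 66.9%, Ocstamp 68.9%, Acp5 40.7% and Nfatc1 17.0% on the linear scale, whereas the log2 response of Ocstamp was 4.63 in KO and 4.55 in WT. The response in KO may differ between genes in kind rather than in extent alone, a hypothesis that was not tested and rests on 1 array per group.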
